A study of Mus musculus with 8 samples. Its data were reported in "Endogenous mammalian histone H3.3 exhibits chromatin-related functions during development" (2013).

How the data were processed

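Gene expression was measured in mouse embryonic fibroblasts (MEFs) carrying floxed H3f3b alleles, isolated at embryonic day 12.5 per the labels. RNA was amplified, biotinylated and hybridized to Illumina MouseRef-8 BeadChips, a 1-color array on which many beads carry each probe. There were 8 arrays, 4 from cells given a retrovirus with Cre and 4 from cells given the GFP vector alone. The labels name 3 MEF lines, cKO1, cKO2 and pcKO1, and line cKO2 was run as duplicates in both arms. Each Cre array has a GFP array of its own line, which made 4 pairs from 3 lines.

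The authors deposited a signal table of average bead intensity per probe, made in GenomeStudio without normalization or background subtraction, and this table holds 25697 probes. Beside each intensity they deposited a detection p-value, which compares the probe with negative control beads on the same array. The authors also deposited intensity values named by sample, and each of these columns equaled a column of the first table times 1 constant, so that every array had a mean of 508.3 on a linear scale. The labels name GenomeStudio without a version, which the methods of the study give. In the table with detection p-values the columns name the arm and a cell name that the labels do not use. Columns were assigned by their names and not by matching their values, so each of these was assigned to an arm and to no line. One of these cell names stands for 2 of the 4 pairs in that table, once as a pooled culture, so some lines may not come from separate embryos, which the labels leave unstated.

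The sample-named intensities were background corrected by normexp with an offset of 50, quantile normalized and put on the log2 scale. The plan named a correction with inferred negative controls (neqc) for a table with detection p-values and normexp otherwise. Since columns were assigned by name alone and the table with detection p-values names no sample, the second branch was followed. The neqc fit on the other table, 4 Cre against 4 GFP columns without pairing, was run as an alternative chosen after seeing the data. Duplicates of cKO2 were averaged within each arm, which left 3 line means per arm. Probes with a detection p under 0.05 on at least 3 of 8 arrays were kept, 11152 in all. Of the 25697 probes, 23978 had 1 symbol in the platform annotation, 0 had several and 1719 had none, and the symbols numbered 16593. The probe with the highest mean stood for each gene, and probes without a symbol were kept singly, so that 8488 genes were tested, 639 of them without a symbol. Symbols were updated to current mouse names, and H3c2, one of the genes the study discusses, had no value among the genes tested.

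The Cre and GFP arms were compared in R 4.3.3 with limma 3.58.1, using linear models with the line as a block and eBayes with an intensity trend. P-values were two-sided and were adjusted by Benjamini-Hochberg over all genes at a threshold of 0.05. The fit had 2 residual degrees of freedom, to which the prior added 6.32. Each SE given is that of this fit, whose variance is drawn toward that of other genes. It can thus be smaller or larger than an SE taken from the spread between lines alone. Numbers pair the arrays as well as the labels do: across genes, the deviations from the arm mean correlated within a line at 0.839 in cKO1, 0.914 in cKO2 and 0.786 in pcKO1. Genes at least 2-fold or 1.5-fold apart in each of the 3 lines were also counted, without a test. Correlations of the log2 change between lines were taken across genes, which are not independent replicates, so they carry no p-value.

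A total of 25 gene lists were fixed before the data were examined, along with the comparisons, filters and most alternatives. They cover replication-dependent histones, histone variants other than H3f3b, H3.3 and H3-H4 chaperones, centromere and kinetochore, mitotic regulators, DNA replication and nucleotide synthesis, heterochromatin and silencing factors, p53 targets, interferon-stimulated genes, secreted inflammatory and senescence-associated factors, cholesterol synthesis and uptake, extracellular matrix, contractile and smooth muscle, imprinted genes, Hox genes, ribosomal proteins, reference genes, and markers of macrophages, endothelium, skeletal muscle, neurons and neural progenitors, epithelium, cartilage, adipocytes and erythroid cells. The 23 lists with at least 3 measured members were tested with camera, which compares a list with the other genes, at a preset inter-gene correlation of 0.01 and with Benjamini-Hochberg over the lists. Camera with an estimated correlation and the fry rotation test served as alternatives. The histone, centromere, mitotic and DNA synthesis themes were named by the study from data that include these arrays, so those lists are not independent evidence of a direction.

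The genes named were set by rule: H3f3b and H3f3a; the 12 lower and 8 higher genes of smallest unadjusted p with the same sign in all 3 lines, since fewer than 10 genes passed the threshold; up to 4 members of smallest p in each list described; and the genes of the centromere, mitotic and MCM groups that the study discusses. Members of the histone families and genes that set the lines apart were named after their values were seen.

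The pipeline was tested on simulated data with 8488 genes and 3 line means per arm. It recovered 29.9% of 67 genes changed 1.5-fold, 86.6% of 67 changed 2-fold and 100% of 66 changed 4-fold, and it called 4 of 8288 unchanged genes. With no gene changed it called 0, and 421 had an unadjusted p under 0.05. A simulated list of 30 genes moved by 0.5 (log2) was called by camera with the preset correlation and by fry, and was missed by camera with the estimated correlation. The simulated lines all carried an effect of 1 size, unlike lines that respond unequally. Simulated genes also varied independently of each other, so the simulation cannot show how the list tests behave on co-regulated genes.

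Alternatives covered background correction, scaling between arrays, the deposited values as they stand, the probe filter, the cKO2 duplicates, the block, leaving out each line, the variance model, probes per gene, the threshold and the list tests. A block for the BeadChip was not run because the chip of each array is not given. No array came from Cre-treated cells without floxed alleles, so an effect of Cre or of its virus alone cannot be separated from the loss of H3f3b. Between 9741 and 10888 probes per array were detected, and the number of arrays limits the precision of each value. Figures were drawn with matplotlib 3.10.9.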

Results

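Transcript levels were compared between H3f3b floxed MEFs given a Cre retrovirus and the same lines given the GFP vector. H3f3b encodes histone H3.3, the H3 variant placed in chromatin outside as well as during S phase. MEFs are primary fibroblast cultures from midgestation embryos. The 8 arrays comprised 4 Cre and 4 GFP arrays from 3 lines, cKO1, cKO2 (in duplicate) and pcKO1. Mean scanner signal ran from 341 to 626 in the Cre arm and from 435 to 623 in the GFP arm, and detected probes from 9741 to 10888 and from 10134 to 10580 of 25697. Duplicate cKO2 arrays of an arm correlated at 0.993 to 0.994 across genes, arrays of a line in opposite arms at 0.973 to 0.992, and arrays of different lines at 0.874 to 0.943.

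The first comparison asked whether the target transcript was lost in every line. H3f3b signal was 18.4-fold lower after Cre, with a log2 change of -4.20 ± 0.51 (SE of the limma fit, n = 3 lines). It was -5.32 in cKO1, -5.11 in cKO2 (-5.03 and -5.20 in its duplicate pairs) and -2.17 in pcKO1. By these values 2.51% of the GFP signal was left in cKO1, 2.89% in cKO2 and 22.2% in pcKO1. H3f3b was detected on 4 of 4 GFP and 3 of 4 Cre arrays, so the lowest levels lay near background, and the size varied with the correction: -3.88 without one, and -5.05 by neqc over 4 Cre against 4 GFP columns, where normexp over the 4 pairs gave -4.43. H3f3a, the other gene for H3.3, had a log2 change of -0.08 ± 0.12 (SE, n = 3 lines), with -0.31 in cKO1, -0.09 in cKO2 and 0.16 in pcKO1. A second, dimmer H3f3a probe stood at -0.37. By limma the adjusted p of H3f3b was 0.188 and the smallest of all genes, at an SD between lines of 1.76. Without pcKO1 the H3f3b change was -5.22, without cKO1 -3.64 and without cKO2 -3.74, with adjusted p-values of 4.65e-126, 3.21e-153 and 1.22e-07. The position of the H3f3b probe relative to the deleted exons is not in the files.

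**Figure D1:**
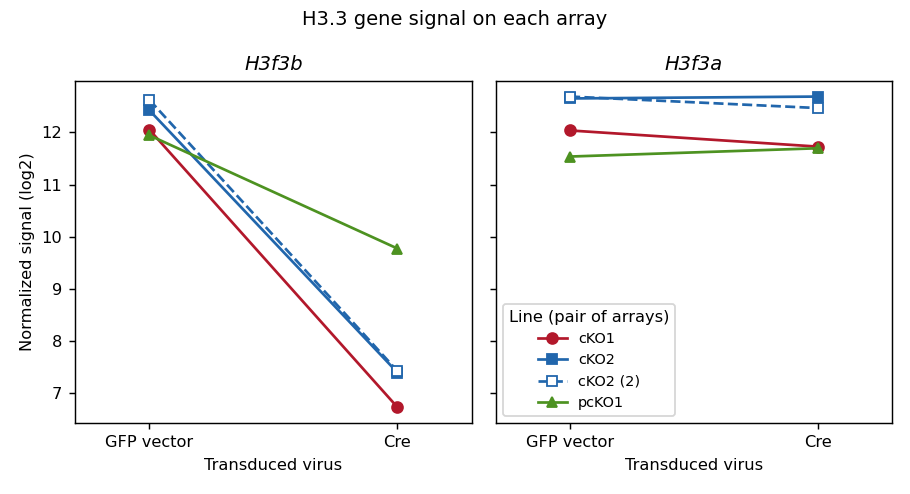
Normalized log2 signal of H3f3b (left) and H3f3a (right) on each of the 8 arrays, with a line joining the GFP and Cre arrays of a pair. H3f3b stood at 12.05 with GFP and 6.73 with Cre in cKO1, and at 11.94 and 9.77 in pcKO1.

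The second comparison asked which other transcripts differed after Cre. H3c14 and H3c13, genes for replication-dependent H3, had log2 changes of -1.41 ± 0.19 and -1.28 ± 0.20 (SE, n = 3 lines). Ccl5, a chemokine that attracts leukocytes, was at 1.03 ± 0.13 (SE, n = 3 lines) and was higher in every line, by 1.15 in cKO1, 0.92 in cKO2 and 1.01 in pcKO1. ILMN_2906728, a probe without a symbol, was at -0.91 ± 0.13 (SE, n = 3 lines). A second H3c14 probe, dimmer than the first, went the other way at 0.17, and the signal lost by the H3c13 and H3c14 probes came to between 12.8% and 23.8% of that lost by H3f3b. Lower in all 3 lines were further Ilk (-0.62), a kinase at integrin adhesions, the H2A genes H2ac12 (-0.63), H2ac15 (-0.59) and H2ac24 (-0.58), and Kif22 (-0.66), a chromosome-bound kinesin. So were Hirip3 (-0.52), which binds the H3.3 chaperone HIRA, Rbmx (-0.49), an RNA-binding protein, and Gja1 (-0.36), a gap junction protein. Higher in all 3 lines were Sgk1 (0.64), a kinase induced by serum and glucocorticoids, Slc27a1 (0.59), a fatty acid transporter, Crip2 (0.54), a LIM-domain protein, and Serpina3n (0.54), a protease inhibitor. So were Rprm (0.49), a p53-dependent inhibitor of cell-cycle progression, and the H2B genes H2bc15 (0.51) and H2bc8 (0.46). None of these genes passed the threshold, nor did H3f3b, which makes 20. Some of the higher genes started near background, as judged by H3f3b at 6.73 (log2) on the cKO1 Cre array. GFP levels were 6.58 to 6.68 for Slc27a1 and 6.41 to 6.63 for H2bc8. In cKO1 they were 6.56 for Ccl5, 6.66 for Rprm and 5.97 for Serpina3n. The duplicate pairs of cKO2 differed for Slc27a1 (-0.02 and 0.54), H2bc15 (0.44 and 0.02) and H2bc8 (0.42 and 0.09). Among the lower genes they differed in size for H2ac12 (-1.21 and -0.55), H2ac15 (-1.09 and -0.36), H2ac24 (-0.93 and -0.32) and Ilk (-0.52 and -0.12).

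By limma, 0 genes were lower and 0 higher at an adjusted p under 0.05, while 312 of 8488 genes had an unadjusted p under 0.05, against 424 by chance. Of these, 174 were lower and 138 higher. H3f3b, H3c14, Ccl5 and ILMN_2906728 shared the smallest adjusted p, 0.188, and that of H3c13 was 0.333. With the cKO2 duplicates taken as separate pairs, H3f3b, H3c13, H3c14 and ILMN_2906728 fell and Ccl5 rose at the threshold, but this counts 1 line as 2 replicates. Leaving out a line gave 61 lower and 39 higher genes without cKO1, 1 and 2 without cKO2, and 41 and 28 without pcKO1. With 2 lines the fits had 1 residual degree of freedom, and without cKO1 or pcKO1 the spread was pooled over all genes, so those p-values, here and for H3f3b and the lists, take every gene to vary alike.

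Fold limits in each line picked out few genes. H3f3b and H3c14 were at least 2-fold lower in all 3 lines, and 0 genes were 2-fold higher in all of them. At 1.5-fold, H3c13 and ILMN_2906728 joined the lower genes, which made 4, and Ccl5 was the 1 higher gene. A mean fold of 2 with an unadjusted limma p under 0.05 gave 3 lower and 3 higher genes, and a mean fold of 1.5 gave 17 and 9. The lines differed in how many genes moved: at 2-fold, 111 were lower and 78 higher in cKO1, 11 and 0 in the first cKO2 pair, 4 and 0 in the second, and 11 and 9 in pcKO1. The SD of the log2 change over genes was 0.42 in cKO1, 0.23 in both cKO2 pairs and 0.26 in pcKO1. At equal means, the cKO1 Cre array had the highest median scaled signal, 155 against 131 to 148.7 on the other arrays. Whether this widened the changes in cKO1 was not tested. At 1.5-fold the counts became 18 and 2 without cKO1, 10 and 3 without cKO2, and 6 and 2 without pcKO1, and at 2-fold they became 3 and 0, 2 and 1, and 2 and 0.

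The third comparison asked which gene groups moved, beginning with the cell-cycle groups that the study discusses. Mitotic regulators, which drive entry into and passage through mitosis, had a median log2 change of -0.17 over 29 genes. The median was 0.33 in cKO1, -0.29 in cKO2 and -0.35 in pcKO1, and 22 of the 29 were higher in cKO1 while 27 were lower in cKO2 and 26 in pcKO1. Kif22 (-0.66) and the mitotic kinase Plk1 (-0.59) were lower in all 3 lines. So were the midzone protein Prc1 (-0.38) and the topoisomerase Top2a (-0.33), which in cKO1 were at -0.08 and -0.07. DNA replication and nucleotide synthesis genes split the same way: 40 of 44 were higher in cKO1, 40 lower in cKO2 and 40 lower in pcKO1, with medians of 0.39, -0.24 and -0.37. Among them, Mcm2 to Mcm7, which form the replicative helicase, ran from 0.29 to 0.79 in cKO1, from -0.96 to -0.08 in cKO2 and from -0.68 to -0.17 in pcKO1. Rrm1, a subunit of ribonucleotide reductase, was lower in all 3 lines (-0.41), as was Lig1 (-0.31, with -0.07 in cKO1), which joins Okazaki fragments. Tk1 and Pclaf, at -0.45 and -0.42 over the lines, were lower in cKO2 (-0.55 and -0.88) and pcKO1 (-0.90 and -0.81). In cKO1 they were at 0.09 (-0.08 under median scaling) and 0.43. Centromere and kinetochore genes had medians of 0.33 in cKO1, -0.21 in cKO2 and -0.16 in pcKO1 over 31 genes. Cenpa, the centromeric H3 variant, was at 0.56, -0.81 and -0.60 in these lines, Birc5, of the chromosomal passenger complex, at 0.33, -0.81 and -1.01, Cdc20, an activator of the anaphase-promoting complex, at 0.54, -0.68 and -0.83, and Dbf4, the activator of the Cdc7 kinase, at 0.51, -0.37 and -0.56. Cenpm (-0.27) and Bub3 (-0.34, with -0.78 in cKO1 and -0.06 in pcKO1) were lower in all 3 lines. Mis12 (0.22, with 0.0050 and 0.35 in the cKO2 pairs) was higher in all 3 lines. Its GFP levels of 6.45 to 6.69 (log2) lay near background.

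By camera the mitotic regulators fell relative to other genes (adjusted p = 0.00224), but not with an estimated correlation (adjusted p = 0.747). DNA replication genes (adjusted p = 0.272) and centromere genes (adjusted p = 0.421) did not pass, though each did in 3 of 17 other settings. Line cKO1 decided these values: without it the medians were -0.30 for mitotic regulators, -0.29 for DNA replication and -0.19 for centromere genes, with adjusted p-values of 8.61e-22, 3.21e-23 and 2.15e-08 that rest on the pooled spread named above. The medians of DNA replication and centromere genes were 0.03 and 0.02 without cKO2, and 0.11 and 0.03 without pcKO1. Mitotic regulators lost their call without cKO2 (-0.11, adjusted p = 0.458) and without pcKO1 (-0.0022, adjusted p = 0.788). The study drew these themes from data that include these arrays, so the call is not independent evidence of a direction. In these groups 0 genes passed when adjusted over the list alone, as over all genes by limma, with 3 mitotic, 2 DNA replication and 0 centromere genes at an unadjusted p under 0.05.

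**Figure D2:**
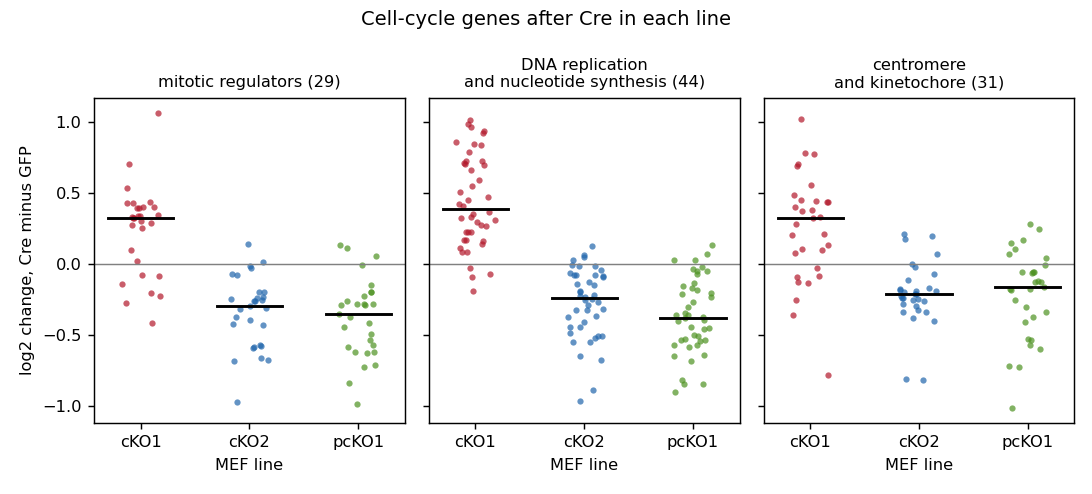
Log2 change, Cre minus GFP, of each measured gene of the mitotic, DNA replication and centromere lists in the 3 MEF lines, with a bar at the median. Medians lie at 0.33 to 0.39 in cKO1 and below 0 in cKO2 and pcKO1.

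Cholesterol synthesis and uptake genes, which are induced together when sterols run low, had a median log2 change of -0.21 over 16 genes. The median was -0.46 in cKO1, -0.03 in cKO2 and -0.13 in pcKO1, and 7 genes were lower in every line. Lss (-0.66), Fdps (-0.46) and Dhcr7 (-0.37), enzymes of sterol synthesis, and Stard4 (-0.37), a cholesterol carrier, were among them. Dhcr7 was at -0.22 and 0.06 in the duplicate pairs of cKO2. Interferon-stimulated genes, which respond to antiviral signaling, had a median of 0.22 over 19 genes, with -0.15 in cKO1 (0.04 in the deposited values as they stand), 0.28 in cKO2 and 0.58 in pcKO1. Usp18 (0.50), which removes the modifier Isg15 from proteins, Bst2 (0.40), which tethers virions, and Psmb9 (0.31), of the immunoproteasome, were higher in all 3 lines, as was Isg15 itself (0.52) except in cKO1 under median scaling (-0.16). The duplicate pairs of cKO2 differed for Bst2, at 0.90 and -0.03, and for Psmb9, at 0.55 and 0.0047. Psmb9 lay near background on the GFP arrays of cKO1 and cKO2, at 6.33 to 6.63 (log2). Secreted inflammatory and senescence-associated factors had a median of 0.11 over 16 genes, with 0.08 in cKO1 (-0.08 under median scaling), 0.09 in cKO2 and 0.26 in pcKO1. Beside Ccl5 they included Csf1 (0.35), a macrophage growth factor, and Mmp3 (0.69), a matrix protease at 1.81 in cKO1 and 0.02 and 0.24 in the other lines, while Igfbp5 was at -0.42. The p53 targets had a median of 0.14 over 20 genes, with -0.01 in cKO1 (-0.19 under median scaling, 0.0059 under cyclic loess), 0.24 in cKO2 and 0.13 in pcKO1, and included the apoptosis gene Pmaip1 (0.43), the growth arrest gene Gadd45a (0.27), Plk2 (0.50, of which 1.44 in cKO1) and the death receptor Fas (0.27). Histone variants other than H3f3b had a median of -0.25 over 7 genes, with line medians of -0.15, -0.16 and -0.18. H2ax (-0.45), which is phosphorylated at DNA breaks, and Macroh2a1 (-0.25) were lower in all 3 lines. H2az1, at -0.42 over the lines, was lower in cKO2 (-0.58) and pcKO1 (-0.74), with 0.08 in cKO1 (-0.05 under median scaling). H2aj (0.24) was higher in all 3 lines except in cKO1 under median scaling (-0.09).

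By camera these lists stood apart from other genes, with adjusted p-values of 0.000133 for cholesterol synthesis and uptake, 0.000545 for interferon-stimulated genes, 0.00259 for secreted factors, 0.00529 for p53 targets and 0.0304 for histone variants. With an estimated correlation the adjusted p was 0.723 for interferon-stimulated genes and 0.713 for each of the others. By fry 0 lists passed (smallest adjusted p = 0.452), and for changes in either direction 2 did, replication-dependent histones (adjusted p = 0.0277) and cartilage markers (adjusted p = 0.049). Single lines decided several calls: cholesterol genes without cKO1 had a median of -0.05 (adjusted p = 0.0785) and without cKO2 one of -0.32 (adjusted p = 7.14e-07), interferon-stimulated genes without pcKO1 0.02 (adjusted p = 0.838), p53 targets 0.07 without cKO2 (adjusted p = 0.361) and 0.12 without pcKO1 (adjusted p = 0.0639), and histone variants -0.17 without cKO2 (adjusted p = 0.269) and -0.20 without pcKO1 (adjusted p = 0.304). Secreted factors passed without each line, but their median ran from 0.06 without pcKO1 (adjusted p = 0.00426) to 0.19 without cKO2 (adjusted p = 4.59e-05). Adjusted over the list alone, Ccl5 passed among the secreted factors and 0 genes in the 4 other lists, while by limma over all genes 0 passed in each. At an unadjusted p under 0.05 there were 3 cholesterol genes, 5 interferon-stimulated genes, 2 secreted factors, 1 p53 target and 2 histone variants.

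Replication-dependent histone genes, which supply histones in S phase, differed by family. Over 38 genes the median log2 change was 0.11 and the mean -0.04, while camera gave the direction as up (adjusted p = 0.573), so that mean and test differed in sign. H2A genes had a median of -0.43 over 12 genes and 8 of them were lower in every line, whereas H2B genes had a median of 0.26 over 10 genes and 8 were higher in every line. In cKO1, cKO2 and pcKO1 the medians were -0.19, -0.56 and -0.58 for H2A and 0.31, 0.09 and 0.42 for H2B. Under the other scalings 7 to 8 H2A genes were lower and 6 to 7 H2B genes higher in every line. H4 genes had a median of 0.20 over 8 genes, with 0.52 in cKO1, 0.04 in cKO2 and 0.08 in pcKO1, and 4 were higher in every line. Among H3 genes, H3c13 and H3c14 were low and the 5 others had a median of 0.13, with 0.51 in cKO1, 0.25 in cKO2 and -0.42 in pcKO1. These family medians kept their sign under each scaling tried. Adjusted over the list alone 11 genes passed, against 0 over all genes by limma, with 14 at an unadjusted p under 0.05. The median was 0.28 in cKO1, 0.03 in cKO2 and -0.07 in pcKO1 (0.03 in the deposited values as they stand), and without cKO1 it was -0.021 (adjusted p = 1.91e-05).

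**Figure D3:**
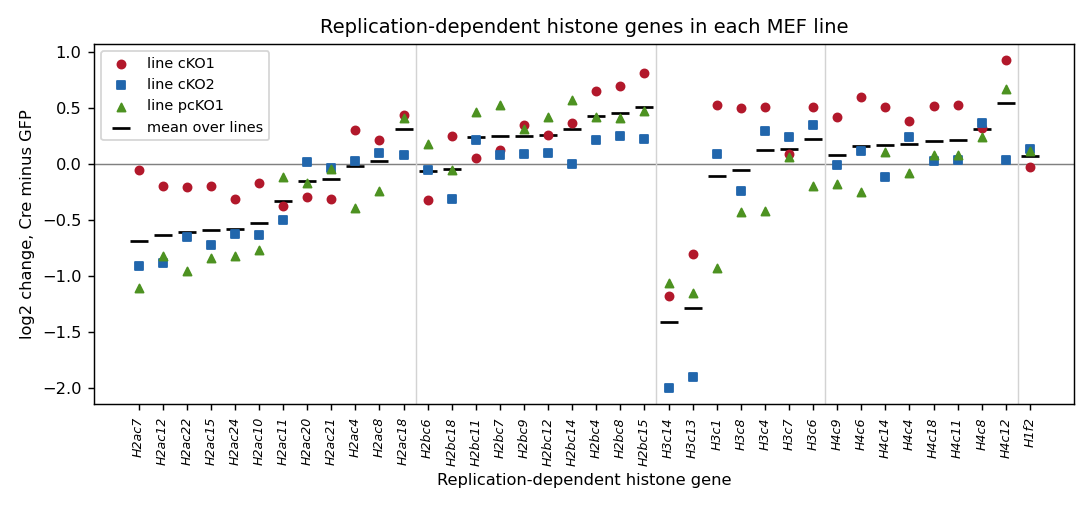
Log2 change, Cre minus GFP, of each measured replication-dependent histone gene in the 3 MEF lines, grouped by histone family, with a dash at the mean over lines. H3c13 and H3c14 lie between -2.00 and -0.80, and the other genes between -1.10 and 0.93.

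The remaining lists did not pass in camera with the settings chosen, but some did in others of the 17 alternative settings with the preset correlation, 1 of them a laxer threshold: extracellular matrix genes in 7, contractile and smooth muscle genes in 4 (adjusted p from 0.00784 to 0.383), heterochromatin factors in 3 and ribosomal proteins in 1 (adjusted p from 0.0135 to 0.953), and, over 16 settings, neuronal markers in 2 and macrophage and skeletal muscle markers in 1 each. Extracellular matrix genes, the scaffold that fibroblasts secrete, had a median of -0.15 over 29 genes (adjusted p = 0.0912), with -0.42 in cKO1, -0.15 in cKO2 and 0.33 in pcKO1. The collagens Col4a1 (-0.34) and Col6a2 (-0.62) and the crosslinking enzyme Loxl1 (-0.20) were lower and the protease inhibitor Timp1 (0.24) higher in all 3 lines. Col6a2 was at -1.47 in cKO1, -0.37 in cKO2 and -0.03 in pcKO1, and Loxl1 at -0.42, -0.15 and -0.03. Timp1 was at 0.24 and -0.04 in the duplicate pairs of cKO2. Without cKO1 the list median was 0.13 (adjusted p = 0.00268) and without pcKO1 -0.33 (adjusted p = 1.91e-10). Contractile and smooth muscle genes stood at -0.08 (adjusted p = 0.105), heterochromatin and silencing factors at -0.08 (adjusted p = 0.117, or -0.20 and 0.00317 without cKO1), imprinted genes at -0.13 (adjusted p = 0.272), H3.3 and H3-H4 chaperones at -0.04 (adjusted p = 0.61), Hox genes at -0.014 (adjusted p = 0.617, with 0.05 in the deposited values as they stand), ribosomal proteins at -0.01 (adjusted p = 0.593) and reference genes at -0.02 (adjusted p = 0.52). Markers of other cell types had medians of 0.18 for neurons and neural progenitors (adjusted p = 0.105), 0.11 for epithelium (adjusted p = 0.429), -0.04 for macrophages (adjusted p = 0.534), -0.05 for cartilage (adjusted p = 0.331, with 0.05 in the deposited values), -0.07 for endothelium (adjusted p = 0.617) and -0.19 for skeletal muscle (adjusted p = 0.0801). Medians changed sign without cKO1 for imprinted genes (0.0075), without cKO2 for Hox genes (0.013) and cartilage markers (0.03), and without pcKO1 for chaperones (0.02) and macrophage markers (0.0014). The neuronal markers passed without cKO2 (0.28, adjusted p = 0.00599) and without pcKO1 (0.37, adjusted p = 0.0272). Of adipocyte markers 1 was measured, at 0.03 (-0.03 under median scaling), and of erythroid markers 0. Adjusted over the list alone, 1 cartilage marker passed and 0 genes in the other lists of this paragraph, with 0 to 3 per list at an unadjusted p under 0.05 by limma.

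**Figure D4:**
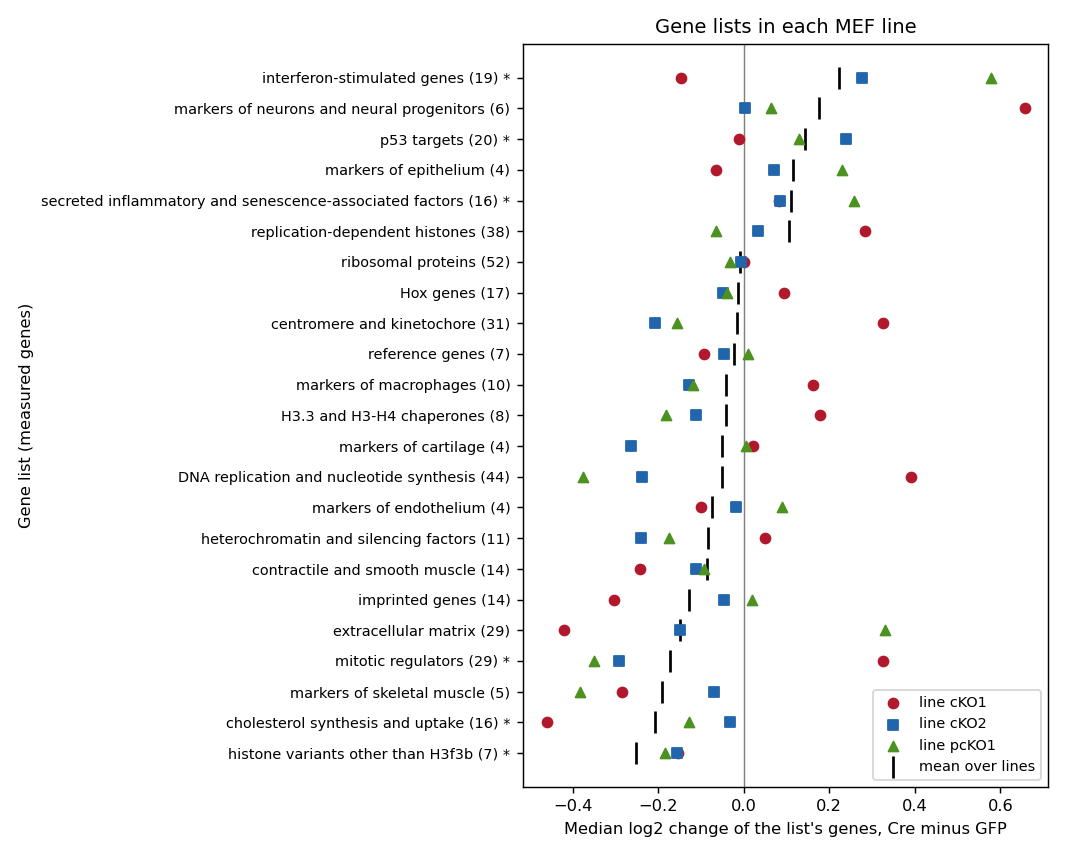
Median log2 change, Cre minus GFP, of each gene list in the 3 MEF lines, with a tick for the median of the mean changes. The number of measured genes stands in parentheses and an asterisk marks lists past the camera threshold with the preset correlation, such as mitotic regulators at 0.33 in cKO1 and at -0.29 and -0.35 in the other lines.

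The last comparison asked how alike the lines responded. Across 8488 genes, the log2 changes of cKO1 and cKO2 correlated at 0.17 (Spearman 0.13), those of cKO2 and pcKO1 at 0.16 (Spearman 0.098) and those of cKO1 and pcKO1 at -0.18 (Spearman -0.17). The duplicate pairs of cKO2 correlated at 0.29 (Spearman 0.19). In all, 2184 genes (25.7%) had the same sign in the 3 lines, against 25% by chance, 1118 of them lower and 1066 higher. Genes are not independent replicates, so these correlations carry no test.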

Values the study reported

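The study reported a 44-fold reduction of H3f3b by qPCR in floxed MEFs given Cre relative to the GFP control. On the arrays at a 2-fold limit, it counted 3 genes as upregulated and 111 as downregulated by conditional loss of H3f3b, the latter shared by its biological replicates. At 1.5-fold, its conditional deletion counts were 103 genes upregulated and 353 downregulated. The caption of its 2-fold list gives a limit of P under 0.05 without naming a test. Its methods call the conditional samples analytical duplicates.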

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

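The tests of exchanged arrays, of p53 targets before Cre and of a background floor were chosen after the result was seen, whereas those of expression-matched lists and of cells that kept H3f3b were set before. Over 93 sets of 4 values, 11 held a value far from the other 3, where chance gives about 1 in 20; the cKO2 duplicates, which come from 1 line, make such a gap more frequent.

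Cell-cycle genes stood apart in cKO1. The median log2 change of mitotic regulators was 0.33 in cKO1 against -0.35 to -0.30 in the other pairs, that of centromere and kinetochore genes 0.33 against -0.24 to -0.16, and that of DNA replication genes 0.39 against -0.24 in cKO2 and -0.37 in pcKO1. An exchange of the cKO1 arrays is argued against by H3f3b, at -5.32 on the array labelled Cre relative to the array labelled GFP. The median of the 104 genes of these lists in cKO1, 0.33, exceeded that of 100% of 10000 random lists matched on mean expression over the lines. In cKO2 and pcKO1, 0% of such lists had a lower median. This argues against low signal on the cKO1 Cre array only as an effect shared by genes of like mean expression. The random lists were not matched on the level in cKO1, where mitotic and DNA replication genes stood higher before Cre, nor on co-regulation. A candidate explanation that stays open is the state of the line before Cre: p53 targets on the GFP array of cKO1 were lower than in the nearer of the other lines by a median of -1.11, with 19 of 20 lower than in cKO2 and 17 of 20 lower than in pcKO1. With 1 line in that state this is an association, and embryo, passage or culture density, which the labels do not give, may differ as well.

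H3f3b was far less reduced in pcKO1, at -2.17 against -5.32 to -5.03 in the other pairs. A background floor is argued against, since H3f3b on the pcKO1 Cre array lay 2.35 (log2) above the highest of the other Cre arrays. Cells of pcKO1 that kept the gene could leave such a signal. By flow cytometry the study found GFP in nearly all transduced cells of each sample. That leaves few cells without virus but does not measure loss of the gene. Over 25 genes that moved at least 1.5-fold in both cKO2 pairs the median ratio of the pcKO1 to the cKO2 change was 0.604, with 19 in the same direction and quartiles of 0.11 and 0.84. In cKO1, where H3f3b fell about as far as in cKO2, 13 of the 25 shared the cKO2 direction. Some list medians were further from 0 in pcKO1 than in cKO2 (mitotic regulators -0.35 against -0.29, DNA replication -0.37 against -0.24, interferon-stimulated genes 0.58 against 0.28). As the genes were picked for their size in cKO2 and the lines differed in other ways, the explanation stays open, and a biological difference between the lines was not tested.

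Other values far from the remaining pairs were as follows. Neuronal and neural progenitor markers had a median of 0.66 in cKO1 against 0.0023 to 0.06. Serpina3n was at 0.88 in pcKO1 against 0.34 to 0.41. H2ax was at -0.19 in cKO1 against -0.60 to -0.55. Birc5 was at 0.33 in cKO1 against -1.01 to -0.81, and Pclaf at 0.43 against -0.91 to -0.81. Mmp3 was at 1.81 in cKO1 against -0.02 to 0.24, Fdps at -0.98 against -0.25 to -0.11, and Mcm3 at 0.79 against -0.51 to -0.37.

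Among the tested lists and the genes named by rule, opposite directions in cKO1 and in both cKO2 pairs, with at least 0.2 (log2) in each line, were seen for 13 results, and the difference was not tested, since cKO1 has 1 pair. Beside the 3 cell-cycle lists above, they were Cenpa (0.56 in cKO1, -0.81 in cKO2), Birc5 (0.33, -0.81), Pclaf (0.43, -0.88), Cdc20 (0.54, -0.68), Dbf4 (0.51, -0.37), Mcm2 (0.48, -0.25), Mcm3 (0.79, -0.48), Mcm4 (0.29, -0.51), Mcm5 (0.71, -0.96) and Mcm7 (0.71, -0.50).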

How the results depend on the processing

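The neqc fit was chosen after seeing the data, and so were the tests of histone families without each line and agreement between lines under every alternative but the more highly expressed genes; all others were planned. Over 25 settings, 1119 of 1177 values of 63 single-gene results kept their direction and side of the threshold, 42 came to pass and 16 changed sign without passing. Of 453 list values the numbers were 378, 24 and 18, with 31 no longer past the threshold and 2 reversed. Except where the mean replaced the median, direction for lists is that of the list test. Some of the 378 thus had a median that changed sign. Agreement between lines held in 36 of 36 values, which decides little. A correlation held if it kept its sign and moved by less than the SD between the correlations of the main fit. That SD exceeds each of them in size. With a line left out, the remaining correlation is unchanged by construction. The number of genes past the threshold changed as follows. Median scaling, which moved the median of all genes in cKO1 to -0.16, gave 1 lower gene, H3f3b (-4.25, adjusted p = 0.0373). The deposited values as they stand gave 2 lower and 1 higher genes, with H3f3b at -3.87 (adjusted p = 0.0121). Without a filter on dim probes 1 gene was lower, H3f3b (-4.20, adjusted p = 0.0131). With 4 pairs 4 were lower and 1 higher, with H3f3b at -4.43 (adjusted p = 0.00329) and 11 lists called; this setting counts the cKO2 line as 2 replicates. Leaving out 1 line gave 1 to 61 lower and 2 to 39 higher genes, H3f3b from -5.22 to -3.64 and 4 to 10 lists. These fits rest on fewer samples, and those without cKO1 or pcKO1 on a pooled spread. Over all settings the adjusted p of H3f3b ran from 3.21e-153 to 0.9999, the latter without the line block. Genes 2-fold lower in every line numbered 3 under median scaling, by mean fold and p, and in at least 2 of 3 lines, 2 to 3 with a line left out, and 1 without background correction, in the deposited values, with detection on all 8 arrays (which removed H3f3b from the test) and with the mean over probes; 2-fold higher genes reached 3 by mean fold and p, 1 in at least 2 of 3 lines, and 0 to 1 with a line left out. At 1.5-fold, lower genes numbered 17 by mean fold and p, 26 in at least 2 of 3 lines and 6 to 18 with a line left out, and higher genes 9, 5 and 2 to 3, and 0 with detection on all 8 arrays. Lists called numbered 9 in the deposited values and with detection on all 8 arrays, 8 without a filter, with all probes singly and at a laxer threshold, 1 without the line block, 1 by neqc, and 0 with an estimated correlation or by fry. With a line left out, the median of replication-dependent histones ran from -0.021 to 0.17 and that of extracellular matrix genes from -0.33 to 0.13, each reversed without cKO1. Except where the construction shows it, the cause was not tested. The BeadChip block was not run. Fold counts and agreement have no neqc value because the columns of that table were assigned by name alone and name no line. Signal over background limits dim genes, since at most 42.4% of probes were detected on an array.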

Other observations

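The tests of H3c13 and H3c14 and of the histone families were chosen after the result was seen; the counts over other splits were set before. The 3 lines differed before Cre. On GFP arrays 90 genes lay at least 8-fold apart between lines. Targets of p53 were low in cKO1: the cell-cycle inhibitor Cdkn1a was at 8.23 (log2) in cKO1, 12.83 in cKO2 and 12.86 in pcKO1, Ccng1 at 9.82, 12.91 and 13.08, Mdm2, which degrades p53, at 9.55, 11.42 and 12.08, and Zmat3 at 7.14, 10.28 and 10.08. Mitotic regulators had a median of 9.11 in cKO1, 7.34 in cKO2 and 8.34 in pcKO1, and DNA replication genes 9.41, 7.99 and 8.66. The imprinted growth regulator Grb10 was at 6.52 in cKO1 against 12.93 and 12.78, the matrix proteoglycan decorin (Dcn) at 6.16 against 11.16 and 9.67, and Igfbp2, which binds insulin-like growth factors, at 7.24 against 14.44 and 11.81. Lgals3, a lectin, was low in cKO2, at 7.72, and stood at 13.69 in cKO1 and 13.38 in pcKO1. The Y-linked gene Eif2s3y was at 8.12 in cKO1, 6.22 in cKO2 and 8.47 in pcKO1, and Cre arrays had like levels (8.58, 5.91 and 8.67), so each pair matched in this respect.

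Without cKO1, further genes passed the threshold, though with p-values that rest on a spread pooled over all genes. Lower ones included Angptl7 (-1.14), Wfdc2 (-0.96), the imprinted growth factor Igf2 (-0.74), Birc5 (-0.91) and Mcm5 (-0.82), while Igfbp2 (0.65) and the interferon-stimulated Oasl2 (0.91) were higher.

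H2A genes fell and H2B and H4 genes rose as families by camera, with adjusted p-values of 1.2e-06, 1.2e-06 and 8.37e-05 and family medians of -0.43, 0.26 and 0.20. With an estimated correlation the adjusted p was 0.21, 0.21 and 0.222. With the preset correlation, line cKO1 carried the H4 value, with medians of 0.52 in cKO1, 0.04 in cKO2 and 0.08 in pcKO1, and without cKO1 H4 genes no longer passed (0.06, adjusted p = 0.158), while H2A and H2B genes still passed without each line in turn (highest adjusted p = 0.00288 and 0.00601). Genes of a family are similar in sequence, and whether each probe measures its own gene was not tested. The family medians kept their sign under each scaling tried.

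H3c13 and H3c14 stood at -1.28 and -1.41, while the 5 other replication-dependent H3 genes had a median of 0.13. As a group those 5 genes did not fall in cKO1 and cKO2, where their medians were 0.51 and 0.25 with SDs of 0.19 and 0.24. In pcKO1 the median was -0.42 with an SD of 0.37, so a fall of the class stays open there. These genes also define the pattern, so their values describe it and are no separate test of a class fall. Another candidate explanation that stays open is that both probes also bind H3f3b transcript. The signal they lost was 13.6%, 19.8% and 23.8% of that lost by H3f3b for H3c13 and 12.8%, 15.5% and 16.7% for H3c14 in cKO1, cKO2 and pcKO1, and the largest share was at most 1.75 times the smallest, which decides nothing, since an equal fall of each gene in every line would give at most 1.63. The probe sequences were not in the tables used.

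Other splits of the 6 line means tested the counts. The 6 means form 10 splits, so no share under 0.1 can be had. For genes at an adjusted p under 0.05 the real count was 0, which each of the 10 splits must reach, so this comparison tests nothing, and the highest other gave 498. For gene lists called by camera, 9 of 10 gave at least the real count of 6, and the highest other gave 10. For genes at an unadjusted p under 0.05, 5 of 10 gave at least the real 312, and the highest other gave 2233. The 498 and 2233 genes came from splits that part the cKO1 pair alone, which points to a structure of the samples, the distance between the arms of cKO1 against that within the other lines. Among the 4 splits that part all pairs, as the real one does, the highest other gave 0 genes, 9 lists and 553 genes at an unadjusted p under 0.05. Those other than the real one gave 3, 6 and 9 lists and 553, 94 and 470 such genes. Only these 4 splits keep the line pairing of the fit, and so few cannot give a small share.

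The reduction of H3f3b on these arrays was 18.4-fold over the lines, with 39.9-fold in cKO1, 34.6-fold in cKO2 and 4.50-fold in pcKO1, and the fold is limited by background, since H3f3b was detected on 3 of 4 Cre arrays. The mean as measured is lower than the value quoted from the study above, which is from qPCR in lines not named, but background limits it, so the gap has no firm size. At 2-fold without a p, 2 genes were lower and 0 higher in all 3 lines, and 3 and 1 in at least 2 of 3, while a mean fold with an unadjusted limma p under 0.05 gave 3 and 3. The lower counts are below that quoted from the study above, which needed a pair of replicates, the higher counts are below it except by mean fold, where they are equal, and the counting rules are not alike. At 1.5-fold, 4 genes were lower and 1 higher in all 3 lines, 26 and 5 in at least 2 of 3, and 17 and 9 by mean fold with an unadjusted limma p under 0.05. These are lower than the study's counts, which name no set of lines.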
